A study of Mus musculus with 9 samples. Its data were reported in "Hepatic thyroid hormone signalling modulates glucose homeostasis through the regulation of GLP-1 production via bile acid-mediated FXR antagonism" (2022).

How the data were processed

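Liver RNA from male C57BL/6 mice was sequenced in 3 groups of 3 libraries. MMI mice were made hypothyroid over 20 days with drinking water that held 0.1% methimazole, a blocker of thyroid hormone synthesis, and sodium perchlorate, which blocks iodide uptake by the thyroid. MMI+T3 mice were MMI mice that then received 5 daily injections of triiodothyronine (T3), the active thyroid hormone, and were killed 24 hours after the last one. CT libraries came from control mice. The sources used here do not say for each library that it came from a different mouse, so p-values measure the spread between these libraries, which may be technical. Groups and replicate numbers were taken from the sample labels.

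The authors deposited whole-number read counts per gene, not normalized, in one table for MMI and MMI+T3 and another for CT. The study's methods name poly(A)-selecting stranded libraries, adaptor trimming, alignment with STAR, counting with HTSeq and testing with DESeq2. The submitters' processing notes name HISAT2 2.1.0, HTSeq 0.6.1p1 and the genome build GRCm38. Which aligner made the deposited counts could not be settled from these sources, and the strand setting of the counting and its treatment of reads with several matches were not given in them. Genes with near-identical copies (Mup, Saa, Cyp2a, Cyp2b, Cyp4a, Gsta, Gstm and Acot families) and antisense genes such as Hectd2os are therefore uncertain, since reads could be split between copies or strands.

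The MMI and MMI+T3 table listed 17758 genes. For CT, 17477 genes were listed, and 17154 were in both tables. The lowest summed count over the 6 libraries of the first table was 10. Among genes in both tables the lowest sum over CT and MMI was also 10, and the 604 genes found only in the MMI and MMI+T3 table had at most 9 MMI counts in total, so both tables had been filtered on low counts. In the first table, 21 symbols had been turned into dates and were restored from their gene IDs. Of its gene IDs, 17748 were found in GENCODE M21 (GRCm38), from which coordinates were taken. All CT libraries were in a table of their own, so a difference between tables cannot be told apart from a difference between CT and the other groups.

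Library totals ranged from 17256776 to 22599227 counts. Replicate libraries differed by more than sampling noise, with a chi-square per degree of freedom of 14 to 59.6 over the pairs, so none was merged with another as the same library sequenced again. This does not exclude separate preparations from one mouse.

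Each comparison was fitted on its own 6 libraries with edgeR 4.0.16 (R 4.3.3), using TMM scaling, the default filter on low counts (minimum count 10) and the quasi-likelihood test with Benjamini-Hochberg adjustment at 0.05. Comparisons with CT used genes in both tables. Fold changes are on the log2 scale with their standard error (SE). Normalised read counts (CPM, counts relative to the scaled library total) are means ± SD over 3 libraries, scaled over all 9 libraries and genes in both tables unless stated otherwise.

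Before the data were examined, 34 gene lists were fixed. Some genes are members of several lists, such as Thrsp and Me1 in thyroid hormone response and lipogenesis, so results of these lists are not independent. Lists with at least 5 members tested, 30 in each comparison, were tested with camera (limma 3.58.1) at a preset correlation of 0.01, two-sided and adjusted over the lists. Camera with an estimated correlation and fry were run beside it. The named genes were also chosen by a rule fixed beforehand. In 9 metabolic and hormone lists, members past the threshold were eligible, the 4 with the smallest adjusted p first, and 13 genes, Cyp8b1 among them, were to be named whatever their result. Some genes that the rule names are not reported here. In the other lists, the 3 members with the smallest adjusted p were taken. From each comparison, the 8 genes with the largest change in each direction were taken among genes past the threshold with at least 5 CPM and groups that did not overlap, leaving out predicted genes. Outside this rule, and after their values were seen, Acox2, Sult1e1 and Sult1d1 were named to complete the counts of their lists, and some NRF2 targets and immunoglobulin genes in the closing section. A list of 29 NRF2 target genes was added after the data were seen, and its test used the 18 genes tested among the 19 members whose values had not been seen.

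The procedure was tested on simulated counts with 200 changed genes. For MMI+T3 against MMI, with 14109 genes, it recovered 93.9% of 4-fold, 68.7% of 2-fold and 16.4% of 1.5-fold changes, with 7 false calls among 126. For MMI against CT, with 13925 genes, it recovered 93.9%, 74.6% and 22.4%, with 6 false calls among 133. For MMI+T3 against CT, with 13847 genes, it recovered 98.5%, 79.1% and 53.7%, with 7 false calls among 161.

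Alternatives were DESeq2 size factors, upper quartile scaling, no filter, a filter of at least 50 counts in at least 3 libraries, the DESeq2 1.42.0 Wald test, limma-voom, leaving out each library, the replicate number as a block, and all 9 libraries in one fit. For the T3 effect, tests of changes over 1.5-fold and 2-fold, an adjusted p of 0.01 and an unadjusted p of 0.05 were added. A split of the MMI libraries between the comparisons with CT and with MMI+T3 was added after the data were seen. The alternative of another pseudocount was not needed for raw counts. Figures were drawn with matplotlib 3.10.9.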

Results

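Gene expression was measured by RNA-seq in livers of control mice (CT), hypothyroid mice (MMI) and hypothyroid mice given T3 for 5 days (MMI+T3), with 3 libraries in each group. The total counts of the CT libraries were 22148995, 19662770 and 21303452. They were 21888616, 22599227 and 17256776 in MMI and 19111975, 20435768 and 20080672 in MMI+T3. MMI replicate 3 had the lowest total, and mitochondrial genes took 4.991% of its counts, compared to 3.291% to 3.76% in the other 8 libraries. Albumin (Alb) took 2.006% to 2.358% of the counts in CT and MMI libraries and 1.17% to 1.302% in MMI+T3 libraries.

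To identify hepatic genes regulated by T3, MMI+T3 mice were compared to MMI mice. Known thyroid hormone response genes rose after T3. Dio1, which encodes the deiodinase that converts thyroxine to T3, was 3.91 ± 0.77 CPM in MMI and 890.3 ± 51.7 CPM in MMI+T3 (ENSMUSG00000034785, chromosome 4, 107291465 to 107307169, minus strand, GRCm38). Its log2 fold change was 7.82 (SE 0.21, adjusted p = 1.38e-08 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Thrsp, a regulator of lipogenesis, rose from 88.0 ± 19.4 to 2276 ± 361 CPM, and Me1, the cytosolic malic enzyme, from 162.1 ± 15.2 to 1578 ± 306 CPM. Serpina7, which encodes thyroxine-binding globulin, fell from 136.4 ± 13.7 to 0.41 ± 0.11 CPM. The receptor gene Thrb had a log2 fold change of -0.36 (SE 0.15, edgeR adjusted p = 0.125). Of the 14 response genes tested, 9 rose and none fell (camera adjusted p = 1.59e-25), also when adjusted over the list alone. It was the only one of 30 lists called with adjusted p = 0.0486 with an estimated correlation, and this p ranged from 0.0345 to 0.246 over 8 other settings of scaling, libraries and block, being under 0.05 in 3 of them.

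Bile acid synthesis genes changed in both directions. Cyp8b1, whose enzyme directs bile acid synthesis towards cholic acid (ENSMUSG00000050445, chromosome 9, 121914356 to 121916305, minus strand, GRCm38), fell from 462.6 ± 85.4 CPM in MMI to 221.7 ± 63.8 CPM in MMI+T3. Its log2 fold change was -1.07 (SE 0.22, edgeR adjusted p = 0.00715), and the 3 MMI+T3 libraries lay below the 3 MMI libraries. The decrease did not pass a test for a change over 1.5-fold (adjusted p = 0.0867). In contrast, Cyp7a1, the rate-limiting enzyme of the classical pathway (ENSMUSG00000028240, chromosome 4, 6265612 to 6275633), rose from 37.3 ± 10.5 to 266.3 ± 23.7 CPM. Cyp7b1 rose from 68.3 ± 21.3 to 442.5 ± 158.6 CPM and Cyp27a1 from 456.8 ± 18.9 to 1011 ± 137 CPM, both of the alternative pathway. Cyp2c70, which makes muricholic acids in mice, rose from 386.5 ± 61.1 to 1901 ± 124 CPM. In this list, 5 of 18 members rose and 3 fell, and 5 rose and 5 fell when adjusted over the list alone. Cyp39a1 was the other gene that rose, and Acox2 and Slc27a2 were the others that fell. The list as a whole was not called (camera adjusted p = 0.128), and its median of -0.0045 differed in sign from its mean of 0.40 and from the upward direction of the test. The study singled out this pathway on these samples, so the list is not independent evidence of its direction. Of 21 bile acid transport and signalling genes, 4 rose and 7 fell, also when adjusted over the list alone (camera adjusted p = 0.344). The basolateral exporter Abcc3 fell by 2.74 on the log2 scale and the corepressor gene Nr0b2 fell by 1.01, while Abcb11, the bile salt export pump, rose by 0.74. Nr1h4, which encodes FXR, had a log2 fold change of 0.01 (edgeR adjusted p = 0.98).

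**Figure D1:**
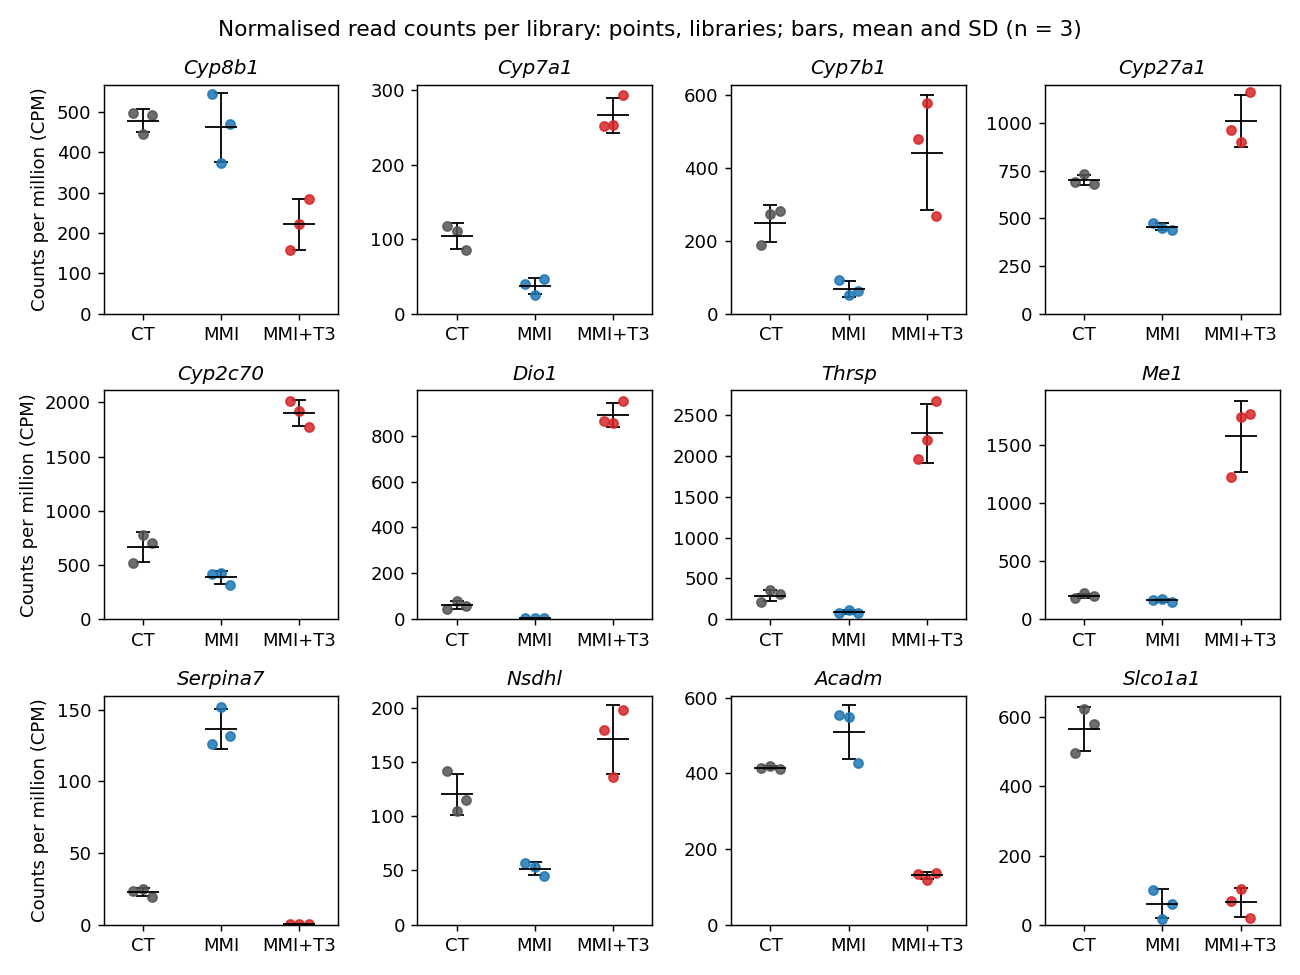
Normalised read counts (CPM, linear axes from 0) of 12 genes in CT, MMI and MMI+T3 livers. Points are libraries and bars are means with SD (n = 3). Cyp8b1 was 479.1 in CT, 462.6 in MMI and 221.7 in MMI+T3, while Cyp7a1 was 104.5, 37.3 and 266.3.

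In cholesterol synthesis, 18 of 20 genes rose and none fell, with 19 higher when adjusted over the list alone (camera adjusted p = 2.91e-17), including Nsdhl and Dhcr7 with log2 fold changes of 1.72 each and Mvd with 2.04. For this list, adjusted p = 0.331 with an estimated correlation. In lipogenesis, 13 of 22 genes rose and none fell, with 15 higher when adjusted over the list alone (camera adjusted p = 1.2e-16, and adjusted p = 0.286 with an estimated correlation). Pnpla3 was 0.37 ± 0.26 CPM in MMI and 91.1 ± 26.5 CPM in MMI+T3, and Acacb rose from 60.1 ± 14.3 to 298.9 ± 36.2 CPM. In fatty acid oxidation, 22 of 30 genes fell and none rose, with 24 lower when adjusted over the list alone (camera adjusted p = 2.86e-21, and adjusted p = 0.252 with an estimated correlation). Acadm, the medium-chain acyl-CoA dehydrogenase, had a log2 fold change of -1.98. Vnn1, which does not encode an oxidation enzyme, had one of -2.82. The list also holds Cd36 and Fgf21, so its count is not one of oxidation enzymes alone. Cyp4a10 and Cyp4a14, both fatty acid omega-hydroxylases of a family with near-identical copies and so uncertain, had log2 fold changes of -5.47 and -6.96. Of 24 glucose metabolism genes, 3 rose and 1 fell, and 3 rose and 2 fell when adjusted over the list alone (camera adjusted p = 0.897). The 3 were Pygl, Pfkfb1 and Pklr, with log2 fold changes of 1.12, 1.00 and 1.00, and Irs2 fell by 1.44. The call of Pklr was lost without MMI replicate 1 (adjusted p = 0.0661) or MMI+T3 replicate 2 (adjusted p = 0.0557).

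Markers of macrophages and acute phase genes were also higher after T3. The 12 macrophage markers tested all rose, also when adjusted over the list alone (camera adjusted p = 1.26e-11, and adjusted p = 0.331 with an estimated correlation), with a median log2 fold change of 1.70. Marco, a scavenger receptor of Kupffer cells, rose from 1.94 ± 0.46 to 24.4 ± 13.3 CPM and C1qa from 15.8 ± 3.0 to 44.5 ± 10.4 CPM. In the same libraries the hepatocyte genes Alb and Fabp1 were lower, with log2 fold changes of -0.75 and -1.17, and of 11 hepatocyte markers 3 fell and 1 rose, with a median of 0.08 and a mean of -0.18 (camera adjusted p = 0.344). None of the 12 endothelial or 13 stellate cell markers passed the edgeR test or was called by DESeq2 or limma-voom, and 1 and 0 had an unadjusted p under 0.05. Their median log2 fold changes were -0.18 and -0.13 (camera adjusted p = 0.521 and 0.613). Of 20 acute phase genes, 11 rose and 1 fell, and 11 rose and 2 fell when adjusted over the list alone (camera adjusted p = 2.11e-10, and adjusted p = 0.286 with an estimated correlation). Saa1 rose from 26.1 ± 7.3 to 1808 ± 442 CPM and Orm1 from 419.5 ± 35.8 to 1740 ± 343 CPM. In xenobiotic metabolism, 14 of 32 genes fell and 2 rose, and 18 fell and 2 rose when adjusted over the list alone (camera adjusted p = 2.32e-08, and adjusted p = 0.331 with an estimated correlation). Gsta1 and Cyp2e1 had log2 fold changes of -2.53 and -1.67, and the sulfotransferase genes Sult1e1 and Sult1d1 were the 2 that rose.

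In total, 2400 of 14109 genes differed between MMI+T3 and MMI livers, 1387 higher and 1013 lower (edgeR quasi-likelihood test, adjusted p threshold 0.05). Of these genes, 979 passed a test for a change over 1.5-fold and 546 for a change over 2-fold. The groups did not overlap in 35.4% of genes tested, where chance gives 10%.

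**Figure D2:**
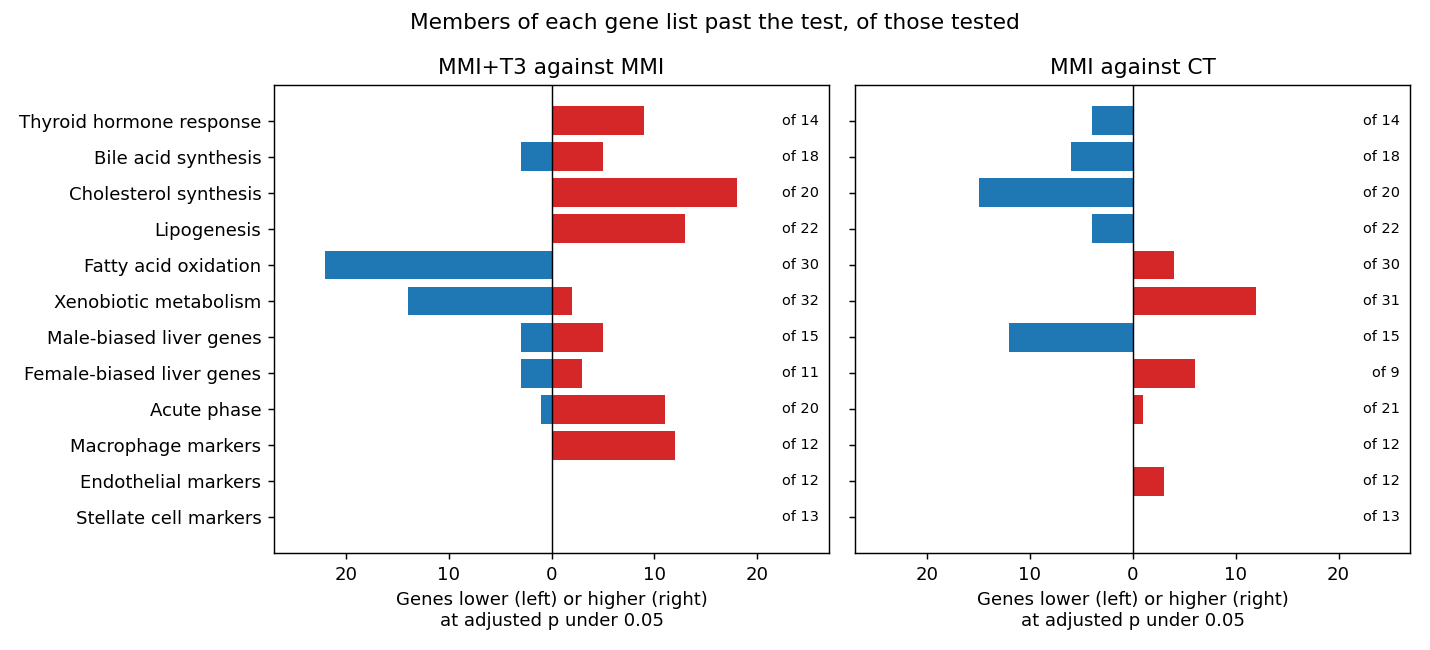
Number of genes lower (left, blue) or higher (right, red) at the adjusted p threshold of 0.05 in 12 gene lists, with the number tested, for MMI+T3 against MMI and for MMI against CT (n = 3 libraries per group). Cholesterol synthesis had 18 genes higher after T3 and 15 lower in MMI, and fatty acid oxidation had 22 lower after T3.

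MMI mice were then compared to CT mice, which were given no methimazole. Effects of the drugs and of hypothyroidism cannot be told apart in this comparison. Dio1 was 61.2 ± 18.4 CPM in CT and fell in MMI by 3.96 on the log2 scale (SE 0.24, edgeR adjusted p = 5.43e-06), and Thrsp fell by 1.71. Serpina7 rose from 22.6 ± 2.9 to 136.4 ± 13.7 CPM. Of 14 thyroid hormone response genes, 4 fell and none rose, with 8 lower when adjusted over the list alone (camera adjusted p = 3.08e-09, and adjusted p = 0.0814 with an estimated correlation). In bile acid synthesis, 6 of 18 genes fell and none rose, and 6 fell and 1 rose when adjusted over the list alone (camera adjusted p = 2.12e-05, and adjusted p = 0.267 with an estimated correlation), including Cyp7a1 from 104.5 ± 17.2 to 37.3 ± 10.5 CPM and Cyp7b1 from 248.8 ± 51.3 to 68.3 ± 21.3 CPM. Cyp8b1 was 479.1 ± 28.3 CPM in CT and 462.6 ± 85.4 CPM in MMI, a log2 fold change of -0.04 (SE 0.15, edgeR adjusted p = 0.904) that was smaller than the spread between replicates. The paper, in contrast, reported hepatic CYP8B1 mRNA and protein as raised in MMI mice relative to untreated controls. These libraries did not show such a rise in mRNA. Cyp27a1 and Cyp2c70 had log2 fold changes of -0.61 and -0.77, and their calls were lost without CT replicate 2 (adjusted p = 0.0908 and 0.156) or CT replicate 3 (adjusted p = 0.0624 and 0.114), and that of Cyp2c70 also without MMI replicate 1 (adjusted p = 0.0526). The 15 cholesterol synthesis genes past the test all fell, of 20 tested, with 19 lower when adjusted over the list alone (camera adjusted p = 2.3e-21, and adjusted p = 0.267 with an estimated correlation), such as Nsdhl and Dhcr7 with log2 fold changes of -1.21 and -1.27. In lipogenesis, 4 of 22 genes fell and none rose, with 7 lower when adjusted over the list alone (camera adjusted p = 1.52e-06, and adjusted p = 0.267 with an estimated correlation).

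Genes that differ between male and female livers changed in the MMI mice, which were males. Of 15 male-biased genes, 12 fell and none rose (camera adjusted p = 1.37e-42), and of 9 female-biased genes, 6 rose and none fell (camera adjusted p = 1.03e-16). When adjusted over the list alone, 13 fell and 7 rose. For both lists, adjusted p = 0.133 with an estimated correlation. Mup7, a major urinary protein gene, fell from 3117 ± 457 to 17.02 ± 5.30 CPM, Elovl3 from 597.6 ± 93.6 to 106.0 ± 32.9 CPM, and Cyp2a4 rose from 4.40 ± 1.22 to 362.1 ± 99.4 CPM. In xenobiotic metabolism, 12 of 31 genes rose and none fell, and 13 rose and 2 fell when adjusted over the list alone (camera adjusted p = 1.77e-18, and adjusted p = 0.149 with an estimated correlation). Among them, Gsta1 rose from 9.68 ± 2.52 to 281.1 ± 61.6 CPM and Cyp2a5 from 562.5 ± 58.8 to 3645 ± 547 CPM. Of 12 endothelial markers, 3 rose, and 11 when adjusted over the list alone (camera adjusted p = 9.57e-06, and adjusted p = 0.267 with an estimated correlation), with Lyve1 from 3.89 ± 1.87 to 13.9 ± 2.1 CPM. In the same libraries, 1 of 11 hepatocyte markers fell and none rose, also when adjusted over the list alone, with a median of -0.31 (camera adjusted p = 0.0351, and adjusted p = 0.267 with an estimated correlation). This call was lost without MMI replicate 2 (camera adjusted p = 0.0714) or CT replicate 3 (0.056). Of 5 erythroid markers, 2 fell, and 3 when adjusted over the list alone (camera adjusted p = 7e-04, and adjusted p = 0.267 with an estimated correlation). None of the 12 macrophage markers passed the edgeR test or was called by DESeq2 or limma-voom, and 1 had an unadjusted p under 0.05 (camera adjusted p = 0.356). In total, 736 of 13925 genes differed, 346 higher and 390 lower. This count was 341 without CT replicate 2 and 382 without CT replicate 3, and the DESeq2 Wald test called 1154 genes. CT libraries were in a separate table, so the group and the table cannot be told apart.

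To determine how far T3 returned the livers to the control state, MMI+T3 mice were compared to CT mice. Several T3-responsive genes went beyond the CT level. Dio1 was 3.85 higher in MMI+T3 than in CT on the log2 scale (SE 0.20, edgeR adjusted p = 6.96e-07), Thrsp 2.96, Me1 2.95, Cyp2c70 1.51 and Cyp7a1 1.34. Cyp8b1 had a log2 fold change of -1.12 (SE 0.18, edgeR adjusted p = 0.00121). Of 30 fatty acid oxidation genes, 25 were lower and 1 higher than in CT, and 27 lower and 1 higher when adjusted over the list alone (camera adjusted p = 9.83e-24, and adjusted p = 0.158 with an estimated correlation). The 12 macrophage markers were all higher than in CT, also when adjusted over the list alone (camera adjusted p = 9.62e-10, and adjusted p = 0.339 with an estimated correlation). In the same libraries, 5 of 11 hepatocyte markers were lower and none higher, and 6 lower and 1 higher when adjusted over the list alone (camera adjusted p = 0.00412, and adjusted p = 0.165 with an estimated correlation). Of 12 endothelial markers, 6 were higher and none lower, and 7 higher when adjusted over the list alone, with a median of 0.45 (camera adjusted p = 0.0207, and adjusted p = 0.614 with an estimated correlation). In bile acid synthesis, 5 of 18 genes were higher and 9 lower, and 5 and 10 when adjusted over the list alone (camera adjusted p = 0.59), with a median of -0.29 and a mean of 0.02. For thyroid hormone response, 9 of 14 genes were higher and 1 lower, also when adjusted over the list alone (camera adjusted p = 6.36e-15, and adjusted p = 0.0576 with an estimated correlation). In contrast, Slco1a1, a hepatic organic anion transporter, was 566.4 ± 64.4 CPM in CT, 60.02 ± 42.1 in MMI and 64.4 ± 42.5 in MMI+T3. Elovl3 was also lower in MMI+T3 than in CT (log2 fold change -1.80), and Cyp2a4 higher (5.92). Between MMI+T3 and CT, 3548 of 13847 genes differed, 1846 higher and 1702 lower, with the same limit as to the table. Among genes tested in each comparison, 325 were higher in MMI than in CT. In MMI+T3 against CT, 128 of these were not called, 160 were still higher and 37 were lower. Of 385 genes lower in MMI, 161 were not called, 99 were still lower and 125 were higher. Not being called does not mean a return to the CT level.

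The directions of both effects were then set side by side over the 13518 genes tested in each comparison. Of the 325 genes higher in MMI than in CT, 144 were lower after T3, where independent lists would share 23.4. Of the 385 genes lower in MMI, 252 were higher after T3, where independent lists would share 36.2. Among the 710 genes, 85.9% had a T3 effect of the opposite sign. Since both comparisons use the MMI libraries, 20 simulations of unchanged groups gave 88.8% for as many top genes, so this share alone is no evidence of reversal. The simulated top genes were picked from groups without any change, so they are no exact benchmark for the called genes either. The covariance of both log2 fold changes was -3.27 among the 710 genes, compared to -0.237 among the simulated top genes. Across all genes tested, which are not independent replicates, Pearson's r was -0.51, and -0.50 in the simulations. The covariance was -0.247, compared to -0.0372 simulated. In a test added after the data were seen, 1 MMI library was given to one comparison and the other 2 to the other, in the 6 possible ways, so that no library was in both. The share with the opposite sign was then 57.0% to 86.3% among genes called in MMI against CT and 50.9% to 62.1% (62.05) over all 13518 genes, and the covariance over all genes was -0.237 to -0.164. Of the genes higher in MMI, 71 to 194 were lower after T3, where independent lists would share 9.8 to 85.5, and of those lower in MMI, 142 to 339 were higher, where they would share 16.8 to 147.1. The lone library was assumed to vary like the other group, and the 6 ways reuse the same libraries. Part of the overlaps of 144 and 252 genes may come from the shared libraries.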

Values the study reported

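The study reported 3251 genes as differentially expressed in livers of MMI+T3 mice relative to MMI mice. Its text does not state the threshold behind this count, so the count was not set against those above. The study reported 72 KEGG pathways regulated by T3.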

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

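The split of the MMI libraries was added after the values were seen. No called result for a named gene, or for a list in MMI+T3 against MMI or MMI against CT, reversed direction under the alternatives run. For MMI+T3 against CT, camera was not rerun under the other fits. In MMI+T3 against MMI, 2400 genes were called, and other scalings, filters and tools, the replicate block and 9 libraries in one fit gave 2184 to 2917. The count was 979 for changes over 1.5-fold, 546 for changes over 2-fold, 1350 at an adjusted p of 0.01 and 4226 at an unadjusted p of 0.05, which follows from these thresholds. Leaving out 1 library gave 1659 to 2597 genes. For Cyp8b1, the log2 fold change of -1.07 had an adjusted p of 0.0867 when tested against 1.5-fold and 1 when tested against 2-fold, and it ranged from -1.29 to -0.87 without 1 library, still past the threshold. In MMI against CT, 736 genes were called, 1154 with the DESeq2 Wald test and 341 to 783 without 1 library (341 without CT replicate 2, 382 without CT replicate 3). The cause was not tested. Of the 71 named genes called there, 29 lost the call without at least 1 library, among them Cyp27a1 and Cyp2c70. Of 92 in MMI+T3 against MMI, 5 did, and of 102 in MMI+T3 against CT, 10 did. With an estimated correlation, 1 gene list in place of 12 was called for the T3 effect and 0 in place of 14 for MMI against CT. Only the correlation setting differed between these camera runs. For the T3 effect, the estimate was 0.80 for cholesterol synthesis and 0.10 for thyroid hormone response, compared to the preset 0.01. The small camera p-values therefore rest on that preset. Fry called 9 lists for the T3 effect and 11 for MMI against CT. The share of genes with a T3 effect opposite to the MMI effect was 85.9% among called genes, 63.4% (63.37) over all genes and 63.6% (63.58) over genes with at least 5 CPM. With the MMI libraries split between the comparisons, it was 70.2%, 81.9% and 81.0% (70.22, 81.89 and 81.03) with replicate 1, 2 or 3 alone against MMI+T3, and 86.3%, 73.4% and 57.0% (86.27, 73.38 and 57.04) with each alone against CT. Over all genes these splits gave 50.9% to 62.1% (62.05).

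Replicate numbers were shared between groups. Deviations of same-numbered libraries from their group means correlated at 0.10, -0.01 and 0.23 in MMI+T3 against MMI, at -0.06, -0.10 and 0.33 in MMI against CT and at 0.20, 0.14 and -0.00 in MMI+T3 against CT, so the numbers were not taken as pairs, and not every library correlated best with its own number. With the replicate block, 2530, 984 and 3759 genes were called. Of simulated 1.5-fold changes, 16.4% were recovered in MMI+T3 against MMI and 22.4% in MMI against CT, so most changes of that size were missed in these simulations. The simulations called 126 and 133 genes, compared to 2400 and 736 in the real data. The p-value needed to pass the adjustment depends on the number of genes called. The share of real 1.5-fold changes that was missed is therefore not given by these simulations. Each comparison of 3 and 3 libraries has 10 splits, too few for a share under 0.05. The real splits gave 2400, 736 and 3548 genes and the highest other split gave 0 in each case, with 1 split as large as the real one, itself.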

Other observations

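The tests weighed here were chosen after the result was seen, except the test of unseen NRF2 target genes and that of the level of other immunoglobulin heavy chain genes, whose predictions were written before.

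Sex-biased genes changed in both directions after T3. Of 15 male-biased genes, 5 rose and 3 fell, and 8 rose and 3 fell when adjusted over the list alone (camera adjusted p = 0.0213, upward, and adjusted p = 0.795 with an estimated correlation), with log2 fold changes of 7.10 for Mup7 and -3.18 for Cyp4a12b. Of 11 female-biased genes, 3 rose and 3 fell, and 4 and 4 when adjusted over the list alone (camera adjusted p = 0.027, upward, and adjusted p = 0.704 with an estimated correlation), with Cux2 from 0.63 ± 0.20 to 78.2 ± 12.4 CPM and a log2 fold change of -4.34 for Cyp2b9. The median of the female-biased list was -0.57 and its mean 0.14. The male-biased call was lost without MMI replicate 3 (camera adjusted p = 0.0653) or MMI+T3 replicate 2 (0.104). The female-biased call was lost without MMI replicate 2 (camera adjusted p = 0.0521), MMI replicate 3 (0.467) or MMI+T3 replicate 1 (0.058) and with the replicate block (0.132). Of 18 interferon response genes, 5 rose and none fell, and 7 rose when adjusted over the list alone (camera adjusted p = 0.00776, and adjusted p = 0.781 with an estimated correlation), with Gbp3 from 5.59 ± 1.31 to 39.5 ± 10.7 CPM. Of 23 cell cycle genes, 3 rose and none fell, also when adjusted over the list alone (camera adjusted p = 0.0414, and adjusted p = 0.781 with an estimated correlation), with Rrm2, a subunit of ribonucleotide reductase, from 3.14 ± 0.57 to 28.2 ± 5.3 CPM. Both calls were lost without MMI+T3 replicate 2 (camera adjusted p = 0.0931 and 0.133). Of 12 growth hormone signalling genes, 5 rose and 1 fell, also when adjusted over the list alone (camera adjusted p = 0.0622), and Stat5a and Stat5b rose by 2.08 and 1.34 on the log2 scale.

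For the other lists, genes higher and lower after T3 were 3 and 4 of 20 for thyroid hormone handling (camera adjusted p = 0.987), 5 and 4 of 22 for lipoproteins (0.685), 1 and 0 of 27 for mitochondrial respiration (0.344), 3 and 3 of 20 for the circadian clock (0.897), 0 and 3 of 14 for immediate early genes (0.334), 1 and 3 of 16 for ER stress (0.185), 6 and 4 of 15 for pericentral genes (0.642), 4 and 2 of 15 for periportal genes (0.46), 1 and 3 of 11 for hepatocytes (0.344) and 0 and 1 of 5 for erythroid cells (0.987). When adjusted over the list alone, these counts were 5 and 5 for lipoproteins, 3 and 4 for the circadian clock, 2 and 4 for ER stress, 7 and 5 for pericentral genes and 1 and 4 for hepatocytes, and otherwise the same numbers. Medians and means differed in sign for thyroid hormone handling (0.03 and -0.01), the circadian clock (0.03 and -0.06), pericentral genes (0.07 and -0.09) and hepatocytes (0.08 and -0.18), and the erythroid list had a median of 0.21, a mean of 0.12 and a downward test. The edgeR test called 0 of 9 cholangiocyte markers (camera adjusted p = 0.642), 0 of 6 T and NK cell markers (0.994), 0 of 2 neutrophil markers and 0 of 1 muscle marker, with 1, 1, 0 and 0 at an unadjusted p under 0.05, 1, 0, 0 and 0 by DESeq2 and 0 of each by limma-voom. Of markers with under 5 members tested, 2 of 2 for pancreatic acinar cells rose, Cela2a and Cela1, and 1 of 2 for adipose tissue fell, Cfd, whose call was lost with the DESeq2 Wald test (adjusted p = 0.0747). Of the 10 acinar markers on the list, only these 2 were among the genes with deposited counts, so a rise of acinar cells was not shown.

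In MMI against CT, where the table and the group cannot be told apart, genes higher and lower were 1 and 5 of 20 for thyroid hormone handling (camera adjusted p = 0.0517), 2 and 1 of 20 for bile acid transport (0.356), 1 and 0 of 22 for lipoproteins (0.356), 4 and 0 of 30 for fatty acid oxidation (0.229), 0 and 3 of 24 for glucose metabolism (0.275), 1 and 0 of 21 for acute phase genes (0.113), 2 and 0 of 20 for the cell cycle (0.199), 1 and 0 of 20 for the circadian clock (0.791), 1 and 1 of 14 for immediate early genes (0.771), 2 and 4 of 15 for pericentral genes (0.0532) and 0 and 1 of 6 for T and NK cells (0.387). Adjusted over the list alone, they were 1 and 6, 4 and 2, 1 and 1, 5 and 0, 0 and 3, 2 and 7, 2 and 0, 4 and 0, 1 and 2, 3 and 5 and 0 and 1. The median and mean were -0.05 and 0.15 for bile acid transport, -0.07 and 0.29 for fatty acid oxidation and 0.02 and -0.01 for immediate early genes. Camera also called growth hormone signalling (0 and 2 of 12, 2 and 7 when adjusted over the list alone, adjusted p = 0.0135), ER stress (2 and 0 of 16, 4 and 1, adjusted p = 0.0157), periportal genes (0 and 2 of 15, 0 and 4, adjusted p = 0.00835), and mitochondrial respiration (0 of 27, adjusted p = 0.0411). With an estimated correlation these had adjusted p = 0.267, 0.653, 0.435 and 0.705. The calls were lost without MMI replicate 2 for growth hormone signalling (adjusted p = 0.0714), MMI replicate 1 (0.319) or CT replicate 1 (0.133) for ER stress, CT replicate 3 for periportal genes (0.0534), and MMI replicate 2 (0.192), MMI replicate 3 (0.0774), CT replicate 2 (0.177), CT replicate 3 (0.0534) or with the replicate block (0.0614) for mitochondrial respiration. The edgeR test called 0 genes of mitochondrial respiration, 0 of 18 interferon genes (camera adjusted p = 0.234), 0 of 13 stellate cell markers (0.0838), 0 of 9 cholangiocyte markers (0.533), 0 of 8 B and plasma cell markers (0.791), 0 of 2 neutrophil markers and 0 of 1 muscle marker. At an unadjusted p under 0.05 there were 1, 4, 3, 0, 3, 0 and 0, DESeq2 called 1 stellate cell marker and none of the others, and limma-voom called 0. Of lists with under 5 members tested, 1 of 1 pancreatic acinar marker fell, Cela1, and 1 of 2 adipose markers rose, Fabp4, whose call was lost without CT replicate 2 (adjusted p = 0.0888) or CT replicate 3 (0.065).

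Against CT, MMI+T3 livers also differed by camera in cholesterol synthesis (6 higher and 1 lower of 20, 11 and 1 when adjusted over the list alone, adjusted p = 0.0207), lipogenesis (11 and 2 of 22, 14 and 2, adjusted p = 2.97e-09), acute phase genes (12 and 3 of 21, 12 and 5, adjusted p = 2.2e-08), male-biased genes (1 and 9 of 15, 1 and 10, adjusted p = 4.69e-08), female-biased genes (5 and 2 of 9, 6 and 2, adjusted p = 7.86e-15), interferon genes (6 and 0 of 18, 6 and 0, adjusted p = 0.0207), the cell cycle (8 and 0 of 23, 9 and 0, adjusted p = 0.00986), pericentral genes (6 and 6 of 15, 6 and 6, adjusted p = 0.0318), and B and plasma cell markers (3 and 0 of 9, 3 and 0, adjusted p = 8.14e-05). With an estimated correlation these had adjusted p = 0.741, 0.339, 0.293, 0.349, 0.0576, 0.741, 0.589, 0.293 and 0.118. Pericentral genes had a median of 0.21 and a mean of -0.23.

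Ighm, the immunoglobulin mu heavy chain gene, rose from 4.78 ± 1.82 to 429.8 ± 94.0 CPM after T3 (scaled over these 6 libraries; log2 fold change 6.49), the call of 1 gene among 10 B and plasma cell markers, also when adjusted over the list alone (camera adjusted p = 9.53e-04, and adjusted p = 0.474 with an estimated correlation). B or plasma cells as the source of the whole Ighm rise are argued against by the other 9 markers. Their median log2 fold change was 0.80 (SD 0.50), and Igkc, abundant in such cells, was at 14.7 ± 2.0 CPM in MMI+T3. All 9 were higher after T3, by 0.23 (Jchain) to 1.86 (Pax5), and none passed the test. Except for Jchain and Igkc they lay at 0.88 to 2.02 CPM in MMI+T3, which leaves a smaller rise open. For reads of other heavy chain constant genes, the bound set beforehand, each under 10 CPM in MMI+T3, was missed by Igha at 25.02 CPM, which was 25.2 CPM in MMI too, so that test decided nothing. A rise of those genes as large as that of Ighm is argued against by their fold changes, with a median of 0.58 (SD 0.67, 5 genes), although Ighg2b, named after its values were seen, rose by 1.70 (edgeR adjusted p = 0.0188). Transcription of Ighm in another liver cell type may be involved, which was not tested.

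The rise of the 12 macrophage markers after T3 was weighed against a lower share of hepatocyte RNA, since Alb and Fabp1 were lower. Of 11 hepatocyte markers, 3 fell and 1 rose, and 4 and 1 when adjusted over the list alone, with a median log2 fold change of 0.08 and a mean of -0.18 (camera adjusted p = 0.344), which leaves open whether that share was lower. Such a loss raises the markers of other cell types alike, but the macrophage median lay 1.83 above that of the 25 endothelial and stellate cell markers on the log2 scale (two-sided permutation of the list labels, p = 1e-05, the smallest that 100000 permutations can give, over genes that are not independent replicates). A single library rich in macrophages is argued against by the 12 markers that stayed past the threshold without any 1 of the 6 libraries. More macrophages or higher expression of these genes in each may underlie the rise, and the data do not separate these.

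Of the changes of MMI against CT, 209 genes were not called after T3 and still differed from CT on the same side. Not being called does not mean unchanged, since some of them shifted by much without passing the test, such as Hsd3b5 (log2 fold change 3.48 after T3) and Coro6 (-2.23). Nqo1 and Gstm3 among the genes higher in MMI are targets of NRF2, a regulator of antioxidant and detoxifying genes, and of 18 NRF2 targets not seen before, 10 were higher in MMI than in CT and none lower (camera p = 1.58e-18, and p = 0.015 with an estimated correlation), among them Txnrd1, Srxn1 and Gsr, named here after their values were seen. After T3, 6 of those 10 genes fell and 4 were among the 209 genes, namely Cbr1, Pgd, Txnrd1 and Ugt2b35. Of the 10 genes, 6 were still higher in MMI+T3 than in CT, and Aox1 was lower. Of the 18 targets, 11 were higher and 1 lower in MMI+T3 than in CT (camera p = 1.98e-06, and p = 0.00677 with an estimated correlation). Among these 11, Hmox1, Tkt, Taldo1, G6pdx and Osgin1 were not called in MMI against CT, so this count is not one of changes that remained. From MMI to MMI+T3, 3 of the 18 rose, namely Taldo1, G6pdx and Osgin1, and 6 fell (camera p = 0.0601, and p = 0.381 with an estimated correlation). Induction of NRF2 targets in livers of mice given methimazole is a candidate explanation for part of the pattern, but the drugs were not separated from hypothyroidism by any group. A shift between the separately deposited tables cannot be told apart from these, since each CT library lay in a table without MMI libraries.

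Lcn2 was 985.7 CPM in MMI+T3 replicate 1 and 95.1 and 167.3 CPM in the other MMI+T3 libraries. It was 4.77 ± 0.98 CPM in MMI and 4.77 ± 2.19 CPM in CT, so every MMI+T3 library lay above both of these groups.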
